A study of Mus musculus with 12 samples.

How the data were processed

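MicroRNA-seq was performed on fetal brain and placenta collected on gestation day 15 from wildtype C57BL/6 mice. Total RNA was extracted with TRIzol, treated with DNase I, cleaned on MinElute columns and made into TruSeq small RNA libraries, per the labels. The authors deposited raw counts per microRNA gene, with an Ensembl identifier and a gene symbol, for 733 genes in 12 libraries. The submitters' processing notes named FastQC, Subread and featureCounts and the build GRCm38.p5, without tool versions. Adapter trimming, the strand setting and the handling of reads that map to several places were not given in the sources used here. Counts of near-identical copies (70 symbols carry a copy number and share a name with another) are therefore uncertain, as are those of microRNAs with a gene on the opposite strand. The counts are per precursor gene, so the arms of a hairpin are not told apart.

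All 733 identifiers and symbols matched GENCODE vM21 (GRCm38), from which positions and host genes were taken. Samples were grouped by the labels into 4 groups (tissue and sex) of 3. Totals per library were 5216813 to 9407416 counts, where 1 count was worth 0.0936 to 0.235 CPM after TMM scaling.

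Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by group (minimum count 10, minimum total 15), which left 440. The 293 others held 0.00779% of the counts. TMM factors were 0.815 to 0.917 in the placenta and 1.13 to 1.22 in the brain. A quasi-likelihood model with 4 group means was fitted to all 12 libraries, so that each comparison used the spread from 8 residual degrees of freedom. Placenta against brain (mean over sexes, and in each sex), male against female in each tissue, and the interaction were tested two-sided, with Benjamini-Hochberg adjustment over the 440 microRNAs and a threshold of 0.05. The SE of a log2 fold change was taken from the F statistic.

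MicroRNA lists were fixed before the data were examined, except that the X-linked members were taken by position. Those with at least 5 tested members were tested with camera (limma 3.58.1) on log2 CPM (prior count 2) with a preset correlation of 0.01, adjusted over the lists of a comparison. The lists were neuronal, C2MC, Dlk1-Dio3, Mir322 to Mir503, Mir17 to Mir92, let-7, blood, endothelial, epithelial Mir200, Mir290 to Mir295, muscle, mesenchyme, liver, other imprinted, hypoxia (Mir210) and X-linked. The X-linked list held all 68 microRNAs of the table on that chromosome. The correlation of sex differences across tissues was referred to all 400 relabellings of sex within tissue. The fold of a microRNA with no count in a tissue was bounded with 3 counts per library.

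MicroRNAs were named by a rule set at the same time. For tissue, it took the 12 with the largest change in each direction among those past the threshold, with a mean of at least 100 CPM in the higher tissue and no overlap between the libraries. For sex and the interaction it took those past the threshold or, where too few passed, the 6 smallest p as values. It also took the 10 most abundant of each tissue and the 4 most abundant tested members of each list.

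The tests were checked on simulated counts drawn with the means and spread of these libraries and with known changes. Unchanged microRNAs were called in 0.847% of cases for sex in brain, 2.11% for sex in placenta, 0.833% for the interaction and 1.79% for tissue. Many others changed at once in these: for sex in brain, 236 of 430 tested microRNAs were unchanged. Camera gave an unadjusted p under 0.05 for a list changed 1.5-fold in 100% of cases and for unchanged lists in 2.95%. The simulated microRNAs were drawn independently. The check therefore does not cover lists whose members vary together, such as let-7 (estimated correlation 0.417) and Dlk1-Dio3 (0.645). Alternatives were other scalings (RLE, upper quartile, library totals), no filter or a mean of at least 10 CPM, DESeq2 1.42.0, limma-voom, each library left out, only the libraries compared, a replicate block, copies summed (689 microRNAs), the 5 most abundant microRNAs removed, and for lists an estimated correlation and fry. No library was left out of the main analysis. No pair of libraries agreed within sampling noise (chi-square per degree of freedom of at least 29.9 within groups).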

Results

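MicroRNAs were sequenced from the brain and the placenta of wildtype C57BL/6 mouse fetuses on gestation day 15. The 12 libraries fell into 4 groups of 3: female brain, male brain, female placenta and male placenta. The count table held 733 microRNA genes. Total counts ranged from 6451454 to 9407416 per brain library and from 5216813 to 6822971 per placenta library. Between 560 and 595 microRNAs had at least 1 count in a library. Nothing in the labels said whether the 3 replicates of a group came from separate fetuses or litters, so the p-values measure only the spread between these samples, which may be technical. Reads copied by PCR were not marked, so a floor given in counts covers counting error only. After the filter on low counts 440 microRNAs were tested. Abundance is given below as CPM, counts relative to the TMM-scaled library size, as mean ± SD (n = 6 per tissue or n = 3 per group). Differences are log2 fold changes ± SE, with the Benjamini-Hochberg adjusted p of edgeR's quasi-likelihood test.

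A few microRNAs dominated each tissue. The 10 most abundant microRNAs held 61.0% ± 0.427 of the counts in the brain and 67.9% ± 0.858 in the placenta. In the brain, Mir181a-1 took 14.2% ± 0.488 of the counts, Mir99b 12.8% ± 0.426 and Mir92b 9.81% ± 0.911. Mir125b-2, Mir26a-1, Mir100, Mir16-1, Mir30a, Mir181c and Mirlet7c-2 followed, with means from 5.62% down to 1.73%. In the placenta, Mir182 took 19.4% ± 0.766, Mir322 10.5% ± 1.14 and Mir351 9.33% ± 0.563. Mir10b, Mir26a-1, Mir143, Mir183, Mir99b, Mir27b and Mir148a followed, with means from 6.95% down to 2.38%. Mir26a-1 and Mir99b were in both sets of 10. Mir26a-1 was higher in the placenta (log2 fold change 0.78 ± 0.07, adjusted p = 8.15e-08) and Mir99b was lower (-1.70 ± 0.09, adjusted p = 2.98e-10). The first principal component of log2 CPM held 96.7% of the variance and separated the tissues. Libraries of the same group correlated at r = 0.991 to 0.996 across microRNAs, and libraries of different tissues at 0.681 to 0.729.

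The tissue comparison asked how the microRNA content of the placenta differed from that of the fetal brain. The placenta had far more Mir182, Mir183 and Mir96, more of the X-linked Mir322 to Mir503 group, more of the Mir200 family and more of the large cluster in the Sfmbt2 intron. Mir182 averaged 226690.1 ± 12812 CPM in placenta and 2268 ± 900.1 CPM in brain. The brain had more Mir181a-1, Mir92b, Mir125b-2 and Mir100, and held microRNAs that were near the floor in the placenta, such as Mir1251 and Mir448. In all, 393 of 440 microRNAs differed, 197 higher and 196 lower in the placenta. The even balance depends on the scaling. With library totals alone 40.4% of the calls were higher in the placenta, against 50.1% in the main analysis. The 6 libraries of one tissue did not overlap the 6 of the other for 349 of 440 microRNAs, where chance gives 0.216%. Females alone gave 189 higher and 189 lower, and males alone 184 higher and 184 lower.

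Among the microRNAs higher in the placenta, Mir182 had a log2 fold change of 6.66 ± 0.27 (adjusted p = 3.10e-11). Mir182, Mir96 and Mir183 lie close together on chromosome 6 (GRCm38; Mir182 at 30165918 to 30165992), a cluster known from sensory organs. Mir96 rose by 6.96 ± 0.30 and Mir183 by 6.11 ± 0.26. Mir10b lies in introns of the Hox genes Hoxd3 and Hoxd4 on chromosome 2 (74726070 to 74726137). It rose by 5.97 ± 0.54 (adjusted p = 1.59e-07), from 1296 ± 995 to 81829 ± 25242 CPM. The brain libraries differed among themselves in these microRNAs, from 1112 to 3321 CPM for Mir182 and from 406 to 2706 CPM for Mir10b. Mir6240 rose by 6.03 ± 0.36, with a wide spread in the placenta (604 ± 299.8 CPM). Mir148a rose by 2.09 ± 0.07 and Mir27b by 1.08 ± 0.07.

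The Mir322 to Mir503 group lies on the X chromosome (Mir322 at 53054255 to 53054349, GRCm38) and is known for slowing cell division. All 7 tested members rose in the placenta, and all 7 when adjusted over the list alone. Mir322 went from 1664 ± 109 to 122393 ± 15757 CPM, a log2 fold change of 6.20 ± 0.11 (adjusted p = 8.12e-15). Mir351 rose by 4.46 ± 0.08, Mir450b by 6.52 ± 0.11, Mir450-1 by 6.41 ± 0.16, Mir450-2 by 5.87 ± 0.10 and Mir503 by 6.01 ± 0.09. The list as a whole was higher by camera with the preset correlation (adjusted p = 0.000324). The call was lost at an adjusted p of 0.142 with an estimated correlation (range over the alternatives with camera 7.64e-06 to 0.142).

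The cluster in the Sfmbt2 intron on chromosome 2, known as C2MC, is imprinted. The table held 59 members. All 33 that could be tested rose in the placenta, also 33 when adjusted over the list alone. Camera gave an adjusted p of 3.17e-11, and the call held at an adjusted p of 0.0155 with an estimated correlation (range over the alternatives with camera 6.77e-14 to 0.0155). Mir467a-9 went from 61.5 ± 3.35 to 3685 ± 349.7 CPM, a log2 fold change of 5.90 ± 0.09. Mir467d rose by 6.34 ± 0.13, Mir669a-4 by 5.11 ± 0.08 and Mir669a-12 by 5.77 ± 0.08. Mir669a-9 had no count in the brain and was at least 8.8-fold higher in the placenta, taken against 3 counts per library. Many members are near-identical copies that may share reads, so the value of a single copy is uncertain.

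All 4 tested members of the Mir200 family, known from epithelia, rose: Mir141 by 8.54 ± 0.28, Mir200c by 7.81 ± 0.35, Mir200b by 3.46 ± 0.33 and Mir200a by 3.27 ± 0.31. All 4 tested members of the mesenchyme list rose, Mir143 by 2.57 ± 0.10, Mir145a by 1.92 ± 0.11, Mir199a-1 by 1.91 ± 0.13 and Mir199b by 0.65 ± 0.11. Both tested members of the blood list rose, the red-cell microRNA Mir144 by 4.85 ± 0.13 and Mir150 by 0.68 ± 0.09. With library totals as the only scaling, Mir199b and Mir150 did not pass (edgeR adjusted p = 0.144 and 0.0609). Mir210, induced by low oxygen, rose by 2.11 ± 0.11. Of 4 other imprinted microRNAs, Mir483, in an intron of Igf2, rose by 3.75 ± 0.10. Mir296 and Mir298 were lower, with log2 fold changes of -0.88 ± 0.07 and -0.88 ± 0.10. Mir335 did not pass (log2 fold change 0.044 ± 0.12, adjusted p = 0.729), and its sign differed between scalings. In the muscle list Mir499 rose by 4.08 ± 0.20, while Mir133a-1 (-1.31 ± 0.21) and Mir208b (-1.71 ± 0.39) were lower. The liver microRNA Mir122, at 1.49 ± 0.422 CPM in brain and 0.977 ± 0.445 CPM in placenta, lay at the threshold (log2 fold change -0.67 ± 0.30, adjusted p = 0.04998). DESeq2 (adjusted p = 0.06) and limma-voom (0.0606) did not call it, nor did edgeR without any 1 of 8 of the 12 libraries (all but female brain 3, male brain 3, female placenta 3 and male placenta 3; adjusted p = 0.071 to 0.131). The endothelial list had no member in the table, and the 1 member of the embryonic Mir290 to Mir295 list in the table was too low to test.

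**Figure D1:**
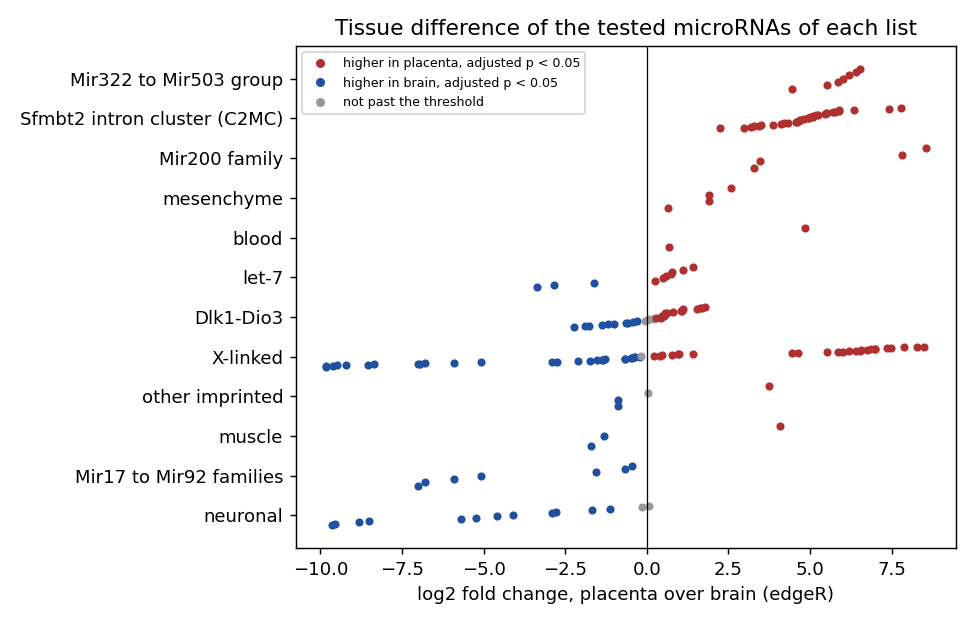
Log2 fold change of placenta over brain from edgeR for each tested microRNA (points) of the lists, 6 libraries per tissue. The lists were fixed before the data were examined, except that the X-linked members were taken by position. All 33 tested C2MC members and all 7 of the Mir322 to Mir503 group lie to the right of 0, and 12 of the 14 neuronal microRNAs are called on the left (the points of Mir669a-9 and Mir106a, with no count in a tissue, are fitted values).

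Several of the microRNAs with the largest excess in brain over placenta were near the floor in the placenta. Mir1251, in an intron of Rmst on chromosome 10 (92137140 to 92137223), stood at 504.5 ± 8.98 CPM in brain and 0.461 ± 0.618 CPM in placenta (adjusted p = 2.27e-12). Mir448 averaged 262 and 0.329 CPM in brain and placenta, Mir325 285 and 0.275, Mir3059 117 and 0.125, Mir3093 139.7 and 0.223 and Mir344f 135.9 and 0.218. These 6 were called lower in the placenta, but their placental means are under the level of 3 counts per library (0.603 CPM on average), so no size of fold is given. Mir135a-2, of the same host as Mir1251, had a log2 fold change of -8.80 ± 0.30. Mir1298 (-9.63 ± 0.34, and -10.38 without female placenta 2) and Mir448 both lie in introns of the serotonin receptor gene Htr2c on the X chromosome. Mir384 (-9.49 ± 0.23) and Mir325 are also X-linked. Among the abundant brain microRNAs, the log2 fold change was -3.25 ± 0.11 for Mir181a-1, -5.19 ± 0.10 for Mir92b, -5.89 ± 0.16 for Mir125b-2, -5.18 ± 0.17 for Mir100 and -5.37 ± 0.09 for Mir181c. Mir16-1 (-0.63 ± 0.07) and Mir30a (-0.52 ± 0.06) were lower by less.

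Of 14 tested neuronal microRNAs 12 were lower in the placenta, also 12 when adjusted over the list alone, and none was higher. Camera gave an adjusted p of 0.000461, and the call was lost at an adjusted p of 0.0513 with an estimated correlation (range over the alternatives with camera 7.64e-06 to 0.0513). Mir128-2 went from 5504 ± 551 CPM in brain to 227 ± 24.7 CPM in placenta, a log2 fold change of -4.60 ± 0.10. The log2 fold change was -8.51 ± 0.32 for Mir153, -9.56 ± 0.42 for Mir488 and -2.77 ± 0.10 for Mir218-2. Mir383, also called, averaged 213.6 CPM in brain and 0.461 CPM in placenta, again under 3 counts per library. The 2 that did not pass were the neighbours Mir132 (-0.13 ± 0.08) and Mir212 (0.058 ± 0.08). For 3 of the 14 (Mir132, Mir153 and Mir488), female placenta 2 and male placenta 3 were both above the other 4 placenta libraries. Mir153 stood at 13.7 and 8.48 CPM there, against a median of 3.58 in the others. Without female placenta 2 the log2 fold change was -10.44 for Mir488, and without male placenta 3 it was -10.33. With female placenta 2 and male placenta 3 both left out, a setting chosen after seeing the data, 390 microRNAs differed between the tissues.

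The Mir17 to Mir92 families, known for promoting cell growth, were lower in the placenta at all 7 tested members, also 7 when adjusted over the list alone. All of these but Mir106b lie close together on the X chromosome, and Mir17 itself was not in the table. Camera gave an adjusted p of 0.00645, and the call was lost at an adjusted p of 0.125 with an estimated correlation (range over the alternatives with camera 0.000574 to 0.125). The log2 fold change was -5.89 ± 0.14 for Mir363, -1.56 ± 0.06 for Mir106b, -0.65 ± 0.07 for Mir19b-2 and -0.46 ± 0.07 for Mir92-2. Mir106a had no count in the placenta and was at least 3.87-fold lower there, taken against 3 counts per library. The let-7 family was not called as a list (camera adjusted p = 0.465). Of its 10 tested members 7 were higher and 3 lower in the placenta, the same counts when adjusted over the list alone. Mirlet7i rose by 1.12 ± 0.08, Mirlet7a-1 by 0.59 ± 0.07 and Mirlet7g by 0.51 ± 0.08, while Mirlet7c-2 had a log2 fold change of -2.83 ± 0.21. Mirlet7g did not pass with library totals as the only scaling (edgeR adjusted p = 0.392). Mirlet7a-2, called higher at 0.24, lay within the shift of -0.45 that this scaling gave the median of all microRNAs. The balance of 7 against 3 therefore depends on the scaling. The list's median (0.55) and camera's direction were positive and its mean (-0.24) was negative.

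In the imprinted Dlk1-Dio3 region of chromosome 12, 19 of 33 tested members were higher, 10 lower and 4 not called, with 19 and 10 when adjusted over the list alone (camera adjusted p = 0.319). Mir411 rose by 1.10 ± 0.11, Mir541 by 0.30 ± 0.09 and Mir300 by 0.44 ± 0.08, while Mir381 had a log2 fold change of -1.01 ± 0.08. With library totals as the only scaling, Mir541 and Mir300 changed sign (-0.15 and -0.011), where the median of all microRNAs also moved by -0.45. Other members called higher lay near the size of that shift, such as Mir154 (0.44), Mir1197 (0.45), Mir495 (0.51) and Mir679 (0.54). The balance of 19 against 10 therefore depends on the scaling. With no filter on low counts, Mir541 did not pass (0.14, edgeR adjusted p = 0.148). Of 53 tested X-linked microRNAs, 25 were higher, 27 lower and 1 not called, with 25 and 27 when adjusted over the list alone (camera adjusted p = 0.917). Mir362 (0.21) and Mir501 (0.42), called higher, also lay within the shift of library totals. For the X-linked list as a whole, the summaries differed in sign. The list's median was -0.21, also with Mir106a at its bound, while its mean (0.18) and camera's direction were positive. The list held both the Mir322 to Mir503 group and Mir448, Mir325, Mir1298 and Mir384.

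**Figure D2:**
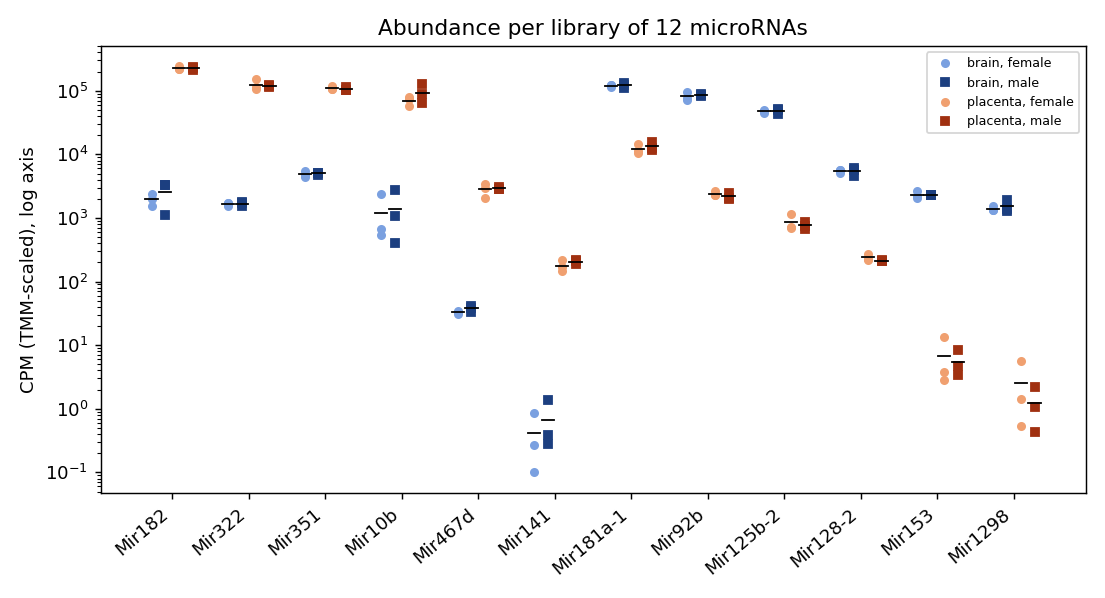
TMM-scaled CPM (log axis) of 12 microRNAs in each of the 12 libraries, with a point per library and a bar at the mean of 3. Mir182 averaged 226690.1 CPM in the placenta and 2268 CPM in the brain, and Mir1298 1.89 and 1463 CPM.

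The sex comparison asked whether male and female fetuses differed in each tissue. The microRNAs with the smallest p included the X-linked Mir421 in both tissues and Mir7224 in the placenta, and none passed the test. Mir421 was at 1000.4 ± 108 CPM in female and 832 ± 44.4 CPM in male brain (log2 fold change -0.27 ± 0.10, male over female, edgeR adjusted p = 1). It was at 777 ± 76.6 and 634 ± 22.8 CPM in female and male placenta (-0.29 ± 0.10, edgeR adjusted p = 0.906). In the brain, edgeR called 0 of 440 (9 at an unadjusted p under 0.05), DESeq2 0 (7) and limma-voom 0 (9). In the placenta, edgeR called 0 (19), DESeq2 0 (16) and limma-voom 0 (26). In counts simulated with the spread of these libraries, the same test recovered 85.1% of 2-fold and 44% of 1.5-fold sex differences in the brain. In the placenta it recovered 62.5% and 50%. Many other microRNAs changed at once in the simulated counts, unlike in the real ones, where none was called. The rates therefore do not show how often a few isolated sex differences would be found, which was not tested.

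The other microRNAs among the 6 smallest p are given as values. In the brain, Mir184 stood at 131 CPM in female 1 and at 7.67 to 13.8 CPM in the other 5 libraries. Its log2 fold change was -2.20 ± 0.78, and 0.10 without that library. Mir367 was at 1.33 ± 0.0616 CPM in female and 0.682 ± 0.25 CPM in male brain, and Mir3547 at 7.41 ± 1.96 and 10.6 ± 0.733 CPM. Mir466b-8 and Mir7009 had no count in the female brain libraries and means of 0.187 and 0.17 CPM in the male ones. Those means are under the level that 3 counts give in the brain libraries (0.281 to 0.412 CPM), so no fold is given. In the placenta, Mir7224 was at 4.64 ± 0.557 CPM in females and 2.78 ± 0.611 CPM in males (log2 fold change -0.75 ± 0.20). In the same order Mir449c was at 4.19 ± 2.11 and 1.79 ± 0.349 CPM, Mir6940 at 2.21 ± 0.289 and 0.967 ± 0.535 CPM, Mir218-1 at 7.74 ± 0.957 and 4.91 ± 0.569 CPM, and Mir6540 at 19.8 ± 2.05 and 15.0 ± 1.13 CPM. These 5 each had an edgeR adjusted p of 0.906.

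No list was called between the sexes in the brain, where the smallest camera adjusted p was 0.126 for C2MC. Camera called C2MC without male brain 2 (adjusted p = 0.0452) and Dlk1-Dio3 without female brain 1 (0.00802). In the placenta, camera with the preset correlation called the let-7 family higher in males (adjusted p = 0.000721), and the call was lost at an adjusted p of 0.525 with an estimated correlation (range over the alternatives with camera 6.94e-05 to 0.525). All 10 members lay between 0.11 and 0.52 on the log2 scale. Camera also called the Dlk1-Dio3 members higher in males (adjusted p = 0.0134), and the call was lost at an adjusted p of 0.574 with an estimated correlation (range 3.06e-08 to 0.939). No member of either list was called, and 0 were when adjusted over the list alone. The let-7 call ended without male placenta 3 (adjusted p = 0.0925), which held 3602 CPM of Mirlet7c-2 against at most 2548 CPM in the other 5 placenta libraries. The Dlk1-Dio3 call ended without male placenta 1 (adjusted p = 0.0571), male placenta 2 (0.939), female placenta 2 (0.618) or female placenta 3 (0.0738). With female placenta 2 and male placenta 3 both left out, both calls held (adjusted p = 0.0238 for let-7 and 0.00133 for Dlk1-Dio3). In the placenta C2MC was not called (camera adjusted p = 0.0923, range over the alternatives with camera 0.021 to 0.679), but it was called lower in males with a replicate block (0.0244), limma-voom (0.0363), only the placenta libraries (0.0304), and without female placenta 2 (0.0324) or male placenta 1 (0.021). With an estimated correlation its adjusted p was 0.525. The camera adjusted p was 0.21 each for the Mir322 to Mir503, neuronal and X-linked lists and 0.645 for Mir17 to Mir92.

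The interaction asked whether the sex difference in the placenta differed from that in the brain. No microRNA passed. Among the 6 smallest p were those of Mir7224 (-0.84 ± 0.23 on the log2 scale, placenta minus brain), Mir7034 (-1.48 ± 0.43), Mir218-1 (-0.86 ± 0.27), Mir367 (1.31 ± 0.44) and Mir6540 (-0.53 ± 0.18), each with an edgeR adjusted p of 0.883. No fold is given for the remaining one, Mir466b-8. EdgeR called 0 of 440 microRNAs (22 at an unadjusted p under 0.05), DESeq2 0 (15) and limma-voom 0 (19). Simulated 2-fold and 4-fold differences were recovered in 50% and 72% of cases, where only 240 of 437 tested microRNAs were unchanged. Camera called the let-7 family higher (adjusted p = 0.00183) and C2MC lower (adjusted p = 0.0189), with 0 members called, also 0 when adjusted over the list alone. Both calls were lost at an adjusted p of 0.421 with an estimated correlation (range over the alternatives with camera 0.000226 to 0.421 for let-7 and 0.00498 to 0.421 for C2MC). The let-7 call also ended without male brain 1 (adjusted p = 0.0709) or male placenta 3 (0.0534). The C2MC call ended without female brain 1 (0.0518), male brain 1 (0.0787), female placenta 1 (0.133), male placenta 2 (0.359) or male placenta 3 (0.0534). With female placenta 2 and male placenta 3 both left out, both calls held (adjusted p = 0.0211 each).

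Across the 440 microRNAs, the sex differences in brain and placenta had a Pearson r of -0.135 (exact relabelling p = 0.04) and a Spearman rho of -0.137 (exact p = 0.1), two-sided over 400 relabellings of sex within tissue. These are the 2 measures of 1 relation. MicroRNAs are not independent replicates. At a mean CPM of at least 10, r was -0.0325 (exact p = 0.68), and p was above 0.05 without any 1 of 9 of the 12 libraries (all but female brain 2, female placenta 2 and male placenta 1), with r from -0.133 to -0.0585.

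**Figure D3:**
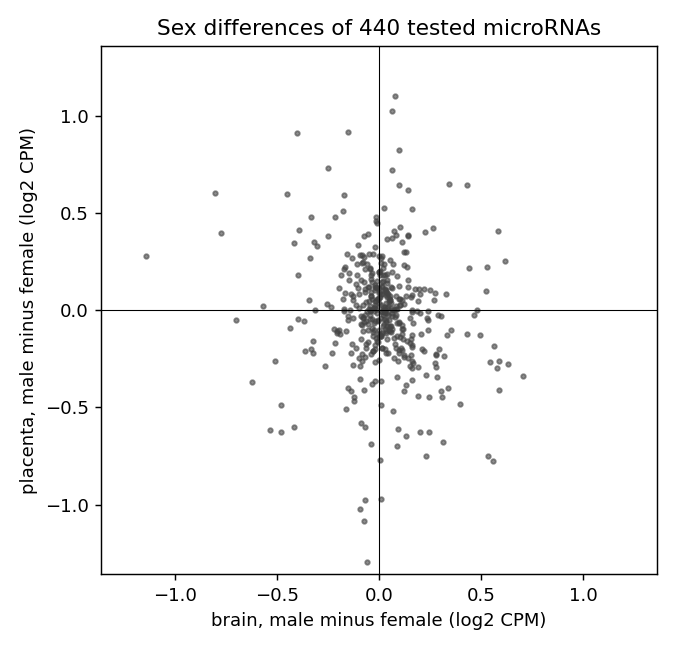
Male minus female difference in mean log2 CPM in the brain (horizontal) and in the placenta (vertical), with a point per tested microRNA (440) and 3 libraries per group. The points scatter around 0 in both directions, with r = -0.135.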

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

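The tests of the brain and placenta libraries that stand apart, with their bounds, were chosen after the values were seen, while the counts of splits were planned. Of 168 sets of 6 libraries (83 named microRNAs and the library total in each tissue), 12 held a library far from the other 5, where chance gives about 1 in 20, or 8.4. The gap to the nearest library as a share of the whole range is given for each. In the brain, female 1 was high in Mir184 (0.951), at 131 CPM against at most 13.8 in the others. Female 2 was high in Mir6940 (0.641), female 3 in Mir200a (0.67), male 2 in Mir7009 (0.649) and male 3 in Mir27b (0.728). In the placenta, female 1 was high in Mir128-2 (0.702), female 2 in Mir1298 (0.672) and Mir99b (0.725), female 3 in Mir450-2 (0.692) and male 1 in Mir208b (0.718). Male placenta 1 was low in Mir7009 (0.626) and male placenta 2 in Mir669a-4 (0.672).

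Female placenta 2, with its high Mir1298, and male placenta 3 were both above the other 4 placenta libraries for 8 of the 12 brain microRNAs named by the rule. RNA or reads from brain are a candidate source: in female placenta 2 the 12 implied a median brain share of 0.293%, and 11 of 12 lay within 2-fold of it. Several of these rest on few counts: Mir3059, Mir3093 and Mir344f stood at 0.34 CPM there, where 1 count was worth 0.169 CPM. In male placenta 3 the median was 0.192% and 7 of 12 lay within 2-fold, which leaves it open, since several rest on few counts. The tables argue against brain as the source of the excess of Mirlet7b and Mirlet7c-2 in the same libraries, which would need a share at least 22.2 times the median in female placenta 2 and 70.9 times in male placenta 3. Mir100 and Mir99a would need 5.79 and 4.84 times the median in female placenta 2 and 4.41 and 5.36 times in male placenta 3, what raised these 4 was not tested, and a difference in the part of the placenta taken stays open.

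The brain libraries differed in Mir182 (2.99-fold between lowest and highest), Mir183 (2.90-fold), Mir96 (3.31-fold), Mir10a (4.34-fold) and Mir10b (6.67-fold). The tables argue against placental RNA: the Mir182 difference would need 0.975% of placental RNA, but the median member of the Mir322 to Mir503 group moved by -0.196 of the change that share gives. Whether 1 admixed tissue carried both groups stays open, as 3 of 15 pairs of libraries went in opposite directions for Mir182 and Mir10b. Over the 6 libraries 3 relations were computed, with exact permutation p. Mir10b had r = 0.924 with Mir10a (p = 0.0111, adjusted 0.0167) and rho = 0.943 (p = 0.0167, adjusted 0.025). With Mir615, another Hox-cluster microRNA, Mir10b had r = 0.987 (p = 0.00278, adjusted 0.00833) and rho = 0.943 (p = 0.0167, adjusted 0.025). With Mir182 it had r = 0.468 (p = 0.338) and rho = 0.657 (p = 0.175). Without the 2 libraries farthest from the median of Mir10b, r was 0.991, 0.996 and 0.961 in the same order. These 3 values have no p and rest on the few libraries left, so they do not show a relation with Mir182. The part of the brain taken may differ, which was not tested.

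Other splits of the libraries into groups of the same sizes were compared with the real one. For tissue, 1 of 100 splits, the real one, gave as many microRNAs (397 in a model of 2 groups, highest other 0), with 100 of 462 splits drawn. Every other split puts libraries of both tissues in each group, so counts of 0 there follow from the large tissue difference. The splits therefore say only that the libraries separate by tissue. The splits were too few for a share under 0.05 for tissue in females (1 of 10 splits as large; 378, highest other 0), tissue in males (1 of 10; 368, highest other 0) and the lists for sex in placenta (3 of 10; 2, highest other 3), as also for sex in brain. For the lists of the interaction, with 100 of 200 splits drawn, chance cannot be excluded: 30 gave at least 2 lists (highest other 3). Where the real count was 0 every split reaches it, so the splits tell nothing: microRNAs for sex in brain (highest other 3), sex in placenta (highest other 4) and the interaction (highest other 3), and lists for sex in brain (highest other 3).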

How the results depend on the processing

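The setting that leaves out female placenta 2 and male placenta 3 together was chosen after seeing the data. Counts of tissue calls stayed within 1.5 times under all settings run but a mean of at least 10 CPM, where 271 microRNAs were tested. There 254 were called for tissue (117 higher), 249 in females (116 higher) and 113 higher in males; fewer microRNAs tested shows the cause. Library totals alone moved the median tissue log2 fold change by -0.45 and no filter by -0.15. No setting called a microRNA for sex or the interaction by its adjusted p. Of 2039 values of named microRNAs under the alternatives, 2012 kept direction and side of the threshold, 17 lost the call and 10 changed sign. The sign changed for Mir335 (-0.043 with RLE scaling and with DESeq2, -0.40 with library totals, -0.0036 with upper-quartile factors, -0.11 with no filter, and -0.067 to 0.12 over left-out libraries, below 0 without male placenta 2), and for Mir541 (-0.15) and Mir300 (-0.011) with library totals. The values under library totals lie within its shift of the median. For sex, Mir184 ran from -2.63 to 0.10 over left-out libraries, and Mir218-1 was at 0.015 with copies summed, where it is merged with Mir218-2. Of the 17 lost calls, 13 were of Mir122 (of its 22 settings), 1 of Mir541 with no filter (adjusted p = 0.148), and 1 each of Mir150, Mir199b and Mirlet7g with library totals.

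For lists, adjusted p are given, and the cause was not tested. For tissue, an estimated correlation ended the calls of Mir17 to Mir92 (0.125), Mir322 to Mir503 (0.142) and neuronal (0.0513), and fry called let-7 (0.0116) and X-linked (1.62e-07), though it compares no list with other microRNAs. The X-linked list turned direction, uncalled, at a mean of 10 CPM (0.604), with copies summed (0.885), with the 5 most abundant removed (0.892), without the 2 placenta libraries (0.916) and, over left-out libraries (0.835 to 0.988), without female placenta 2.

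In brain by sex, the neuronal list turned with no filter (0.944), and the X-linked list with no filter (0.993), only the samples compared (0.685) and fry (0.988), all uncalled. Left-out libraries gave C2MC 0.0452 to 0.928 (called without male brain 2), Dlk1-Dio3 0.00802 to 0.943 (called without female brain 1), let-7 0.0597 to 0.943, Mir17 to Mir92 0.665 to 0.948, Mir322 to Mir503 0.127 to 0.943, neuronal 0.202 to 0.943 and X-linked 0.299 to 0.943; all but C2MC turned direction, uncalled, without 1 to 3 of the libraries.

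In placenta by sex, C2MC was called with limma-voom (0.0363), only the samples compared (0.0304) and, over left-out libraries (0.021 to 0.679), without female placenta 2 (0.0324) or male placenta 1 (0.0210). Dlk1-Dio3 was lost with an estimated correlation (0.574), fry (0.602) and 4 left-out libraries (3.06e-08 to 0.939, turning without male placenta 2), and let-7 with an estimated correlation (0.525), fry (0.363) and without male placenta 3 (0.000553 to 0.0925). Without the 2 placenta libraries both held (0.0238 for let-7 and 0.00133 for Dlk1-Dio3). Mir17 to Mir92 (0.398 to 0.832) and Mir322 to Mir503 (0.0611 to 0.909) turned, uncalled.

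For the interaction, C2MC was lost with no filter (0.114), a mean of 10 CPM (0.1), limma-voom (0.0653), copies summed (0.122), an estimated correlation (0.421), fry (0.424) and 5 left-out libraries (0.00498 to 0.359). Let-7 was lost with an estimated correlation (0.421), fry (0.424) and 2 left-out libraries (0.000226 to 0.0709). Without the 2 placenta libraries both held (0.0211 each). Over left-out libraries Dlk1-Dio3 ran over 0.000794 to 0.933 (called without female brain 3 at 0.0260, female placenta 1 at 0.0122 or male placenta 3 at 0.000794, and turning, uncalled, without female placenta 2 at 0.907 or male placenta 2 at 0.359). Mir17 to Mir92 (0.359 to 0.994) turned without female placenta 1 and neuronal (0.252 to 0.933) without female placenta 2, both uncalled; neuronal also turned with copies summed (0.845) and without the 2 placenta libraries (0.860).

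The correlation of sex differences kept its sign in all 20 settings run. Its p rose to 0.05 or above with upper-quartile factors (r = -0.132), no filter (-0.0472), a mean of 10 CPM (-0.0325), copies summed (-0.114) and without female brain 1 (-0.101) or 3 (-0.0867), male brain 1 (-0.123), 2 (-0.115) or 3 (-0.133), female placenta 1 (-0.107) or 3 (-0.0722), and male placenta 2 (-0.0585) or 3 (-0.131). Left-out libraries gave r from -0.174 to -0.0585. DESeq2 was not run for lists, nor DESeq2, limma-voom and the replicate block for the correlation.

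The replicate block gave 395 calls for tissue and 373 for tissue in females, within 1.5 times in males too, and 0 for sex and the interaction. With the block C2MC was called in placenta by sex (0.0244), the X-linked list turned in brain by sex (0.616), Mir122 was not called (0.11), and no other call changed. Whether the numbers pair the samples stays open. Deviations of brain and placenta libraries with the same sex and number correlated at -0.0115 to 0.108. Those of female and male libraries with the same number correlated at -0.0814 to 0.263. Low correlations cannot show that samples are unpaired. Of 6 brain libraries 4 correlated best with the placenta of their own number, at r of 0.0483 to 0.108. This count was not tested against chance. Among the female libraries only placenta female 1 correlated best with the male library of its own number (r = 0.263). Depth limits microRNAs with few counts, as 3 counts were worth 0.281 to 0.706 CPM.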

Other observations

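The microRNAs of the first paragraph and the test of clusters were chosen after values were seen. In the placenta, neighbours on the X chromosome were low in the brain and higher in the placenta: Mir871 averaged 96.6 CPM against 0.738 in the brain, Mir741 27.5 against 0.3 and Mir470 19.2 against 0.133. Mir193a (log2 fold change 4.51), Mir29a (3.59), Mir152 (3.28), Mir203 (2.51), known from skin, and Mir375 (1.99) were also higher in the placenta. In the brain, Mir204, in an intron of Trpm3, stood at 5897 CPM against 19.6 in the placenta (-8.22). The Htr2c introns held Mir764 (27.8 CPM in brain), Mir1912 (22.8) and Mir1264 (41.9), each with 1 to 3 counts over all 6 placenta libraries, beside Mir448 and Mir1298. Mir449a (log2 fold change -7.02), Mir99a (-5.48) and Mir708 (-5.72) were also higher in the brain.

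A hypothesis, tested after folds of several clusters had been seen, was that microRNAs of a genomic cluster have alike tissue differences. With C2MC left out, tested microRNAs with a neighbour within 10 kb on the same strand fell into 36 clusters. The clusters held 94.4% of the variance of the tissue log2 fold change, against a median of 28.7% in 10000 random groupings of the same sizes (permutation p = 1e-04, the smallest they can give), and in 29 of 36 (80.6%) all members had the same sign, against a median of 38.9% in those groupings (p = 1e-04). Shared precursors or shared regulation could give such likeness and were not told apart, and reads shared between copies could add to it. Fitted folds of members at or near the floor entered the share of variance. Examples are Mir106a (-7.01, against a bound of -1.95), Mir764 (-8.36), Mir1912 (-9.22) and Mir1264 (-8.54). How far such values change the share was not tested. Counts of members still differed in size: in 1 cluster on the X chromosome Mir92-2 had a log2 fold change of -0.46 and Mir20b -5.09. Mir92-2 and Mir19b-2 (-0.65) of that cluster carry a copy number, unlike Mir363 (-5.89), Mir20b and Mir18b (-6.79). Whether reads from other copies entered the counts of Mir92-2 and Mir19b-2 was not tested, so the difference may not lie within the cluster.

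Of 20 sets of tested copies with the same number, 18 had the same sign of the tissue log2 fold change in all copies and 2, Mir26a and Mir194, did not. Mir16-1 and Mir16-2 were close, at -0.63 and -0.58. Mir181a-1 and Mir181a-2 were further apart, at -3.25 and -7.23, and Mir26a-1 and Mir26a-2 were at 0.78 and -0.24. How reads were shared between copies is not known.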
